A study of Mus musculus with 8 samples.

How the data were processed

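Polyadenylated RNA from day 6 retinal organoids of mouse cells with degron-tagged Mettl3 was sequenced by a core facility as paired-end reads, per the labels. The 8 samples were assigned to 4 groups (0, 1, 8 and 24 h of dTAG-13 at 125 nM, 2 replicates each) from their titles. The labels' protocol also names a 2 h treatment, for which no sample was analysed here. All samples carry the same batch entry. The labels' protocol mentions repeated rounds of library preparation and sequencing, but the tables do not separate them, so a batch effect could not be examined.

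The authors deposited, per the file headers, 3 pairs of tables, each comparing 0 h with 1, 8 or 24 h. In each pair, one table holds FPKM with a lower and an upper bound and a status, and the other holds estimated counts with a variance. Both have a single column per condition, so the authors combined the replicates before depositing, and the estimated counts are scaled values that need not be whole. Neither the labels nor the headers state the software, its version, the genome build, the strandedness of counting or the level of the interval. The layout and locus identifiers are those of Cuffdiff tracking tables. The half-width of the interval was a median of 2.16 to 2.17 times the deposited standard deviation. Before the data were examined the intervals had been taken to be at the 95 percent level, which the headers do not state, and the intervals were used as deposited.

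Each table was normalized on its own, so ratios were formed within tables only. The 0 h libraries appear in all 3: their FPKM in the 24 h and 8 h tables differed by a constant factor of 1.0035, while between the 1 h table and the 8 h table the median ratio was 1.01 and 37 of 10990 genes differed over 1.5-fold. Loci without a gene name (4822, 4904 and 4904 in the 1, 8 and 24 h tables) held between 1.03% and 1.11% of the estimated counts, and were kept in the totals. A further 638, 637 and 637 loci carried several names. Status was not OK for 10, 7 and 9 loci, which were left out. Locus starts were read as 0-based and 1 was added to each.

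Gene coordinates and exon properties came from the GENCODE M21 annotation of GRCm38. Of the loci with a unique single name, 28432 (1 h table) and 28454 (8 and 24 h tables) matched a gene by name, of which 99.95% overlapped it and 71.5% to 71.8% had the same start, so GRCm38 coordinates were taken to apply. Locus coordinates in the tables can span several genes, and gene coordinates are given for named genes. For each protein-coding gene a representative transcript of the basic set was taken by APPRIS rank and then the longest coding sequence. Properties were found for 96.5% of the tested genes with unique names.

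The log2 ratio was log2((FPKM at t + 0.1) / (FPKM at 0 h + 0.1)), which understates changes of low genes. A locus was tested when FPKM was at least 1 in 1 of the conditions and the status was OK in both, and called when the ratio was at least 1.5-fold and the deposited intervals did not overlap. This is a rule on deposited intervals and gives no p-value. The interval reflects the authors' model of variance, and the data behind it (the separate replicates) were not used here. A value of at most 3 estimated counts was treated as a floor: folds against it are lower bounds, and none is given where both conditions are at it. No edgeR or DESeq2 fit was made, because the columns are pooled over replicates.

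Chance values were simulated 100 times from unchanged groups: a log-normal value with the deposited relative variance was drawn for each gene in the shared 0 h condition and in each treated condition, and calls and correlations were recomputed over 11017 genes with counts above 0. Simulated intervals had the median half-width of the deposited ones, a width set after the observed calls were known, in place of a narrower one of 2 deposited standard deviations that gave more simulated calls. List medians were set against 10000 random lists of equal size drawn from 20 expression bins. The 12 lists, the calling rule and the rule for naming genes were fixed before the data were examined. The naming rule takes Mettl3 and each called m6A gene, the 5 highest and 5 lowest called loci at each time, the 5 genes with the largest mean ratio among those called in 1 direction at all times, and called members of the other lists. For exon density, the rank correlation was recomputed on residuals of a spline fit on GC content, transcript length, coding length and expression.

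The rules were tested on simulated tables built from the real 0 h values and deposited variances. With 200 of 12976, 13021 and 13024 loci (1, 8 and 24 h) changed 3-fold, the interval rule recovered 85.0%, 89.0% and 84.5%, none in the wrong direction, and called 11, 28 and 21 unchanged loci. Of 200 random lists per table, 6.0%, 7.0% and 7.0% lay outside the central 95 percent, slightly more than nominal. A slope of -0.05 put into 10729 genes by exon density was recovered as -0.0503.

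Alternatives were other pseudocounts (0.01 and 1), other FPKM filters (none and 5), other fold thresholds (none and 2), no interval criterion, a z score from the deposited variances with Benjamini-Hochberg adjustment at 0.05, median centring, and estimated counts in place of FPKM with 0.5 added and intervals of 2 deposited standard deviations. Further ones were added after the data were seen: at least 10 estimated counts, the z score with variances halved, and named loci only. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, patsy 1.0.2 and matplotlib 3.10.9 was used.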

Results

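Messenger RNA was profiled in mouse retinal organoids at day 6 of differentiation after acute depletion of METTL3, the enzyme that writes N6-methyladenosine (m6A) on RNA. The cells carry a GFP reporter at the Rx (Rax) gene, and both endogenous Mettl3 alleles encode a C-terminal FKBP12F36V-HA tag. This tag is a degron: the small molecule dTAG-13 links the tagged protein to a ubiquitin ligase, and the protein is degraded. The compound was used at 125 nM, and the study asks how the transcriptome changes with the time since its addition. The 8 samples formed 4 groups of 2 replicates, at 0, 1, 8 and 24 h of dTAG-13. The 0 h samples were untreated, and the labels do not say whether they received the solvent.

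The deposited tables set each treated time against 0 h and hold a single value per gene and condition, combined over both replicates. Spread between replicates is therefore not visible, no mean ± SD or test across replicates could be made, and the error given for each value is the interval that the authors deposited with it. The intervals extended a median of 2.16 to 2.17 deposited standard deviations to each side. Each condition summed to between 31361518 and 32562075 estimated counts, which are scaled values and not library sizes. The median coefficient of variation of the estimated count ranged from 10.7% to 11.6%. Of 35494 loci in the 1 h table and 35541 in each of the others, 13690, 13825 and 13910 reached 1 FPKM (fragments per kilobase of transcript, scaled by sequencing depth) in at least 1 of the conditions at 1, 8 and 24 h. A locus was called changed when its FPKM differed at least 1.5-fold, with 0.1 added to both values, and the deposited intervals did not overlap.

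Mettl3 itself was examined first. The gene lies on the minus strand of chromosome 14 at 52294841 to 52305128 (GRCm38), and its representative transcript has 11 exons. Its FPKM was 19.2 (interval 9.92 to 28.5) at 0 h and 19.1 (8.82 to 29.4) at 1 h. In the 8 h table the values were 19.4 (10.7 to 28.1) at 0 h and 19.4 (10.8 to 28.0) at 8 h, and at 24 h they were 19.4 (10.6 to 28.3) before and 17.0 (8.50 to 25.5) after treatment. The intervals overlapped at each time, so no change of the transcript was detectable. The degron acts on the protein, which was not measured here, so these values do not test the depletion. The Mettl3 locus of the tables overlaps the expressed genes Tox4 and Rab2b, which makes its estimate less certain.

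At 1 h, 55 of 13690 loci were called, 16 higher and 39 lower. Of these, 17 rested on at most 3 estimated counts in both conditions and 21 had no gene name. Requiring at least 10 estimated counts, a limit chosen after the values were seen, left 33 loci, of which 4 were higher and 29 lower. Estimated counts in place of FPKM gave 38 loci, 10.5% of them higher, against 29.1% by FPKM. The alternative that moved the number most was the fold criterion without the intervals, which gave 707 loci. Among 11021 genes present and expressed in all 3 tables, 28 were called at 1 h, while 100 simulations of unchanged groups with the deposited variances gave a mean of 18.2 calls and a maximum of 33. The number at 1 h was thus inside the range that unchanged groups gave. The z scores at 1 h had an SD of 0.691, below the value of 1 that these variances imply, so the simulated numbers are high for this time.

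At 8 h, 612 of 13825 loci were called, 482 higher and 130 lower. Of these, 12 rested on at most 3 estimated counts in both conditions, and 596 had at least 10 in 1 of them. At 24 h, 762 of 13910 loci were called, 533 higher and 229 lower, with 18 at or under 3 counts in both and 736 with at least 10. Among the 11021 joined genes, 502 were called at 8 h and 608 at 24 h, against simulated means of 17.9 (maximum 30) and 17.65 (maximum 27). The fold criterion without intervals gave 1896 loci at 8 h and 2371 at 24 h, and a 2-fold threshold gave 217 and 297. The median log2 ratio over the tested loci was 0.01 at 1 h, 0.01 at 8 h and 0.02 at 24 h. Normalization within each table largely sets this median, so it does not show whether total mRNA changed.

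The comparisons share the 0 h libraries, so their ratios correlate even without any effect. Across the 11021 genes, Pearson's r between the log2 ratios at 8 and 24 h was 0.836 (Spearman's rho 0.837), against a mean of 0.494 (rho 0.467) in simulated unchanged groups. Between 1 and 8 h r was 0.216 (rho 0.0728), and between 1 and 24 h it was 0.217 (rho 0.0678), against the simulated 0.479 and 0.476. The simulation leaves out the changes at 8 and 24 h, which lower r even when the 0 h noise is shared. No conclusion is therefore drawn from the lower values. The covariance of the ratios divided by the 1 h variance was 0.355 with 8 h and 0.399 with 24 h, and no simulated value is available for it. Genes are not independent replicates, and no p-value is attached to these 3 correlations. With genes of at least 5 FPKM the r between 1 and 8 h was 0.0797. Of the genes called at 8 and 24 h, 361 were shared, and each moved the same way at both times. Simulated unchanged groups shared a mean of 0.83 calls (maximum 3). Between 1 and 8 h, 13 called genes were shared, 12 in the same direction, and between 1 and 24 h 16 were shared, 11 in the same direction and 5 in opposite directions. The simulated means for shared calls in the same direction were 0.77 and 0.74 (maximum 4 for both), and no simulated gene was called in opposite directions. The simulation had means of only 17.9 and 17.65 calls at 8 and 24 h, against 502 and 608 observed. Its shared and opposite calls are therefore no measure of the overlap to be expected with so many calls.

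**Figure D1:**
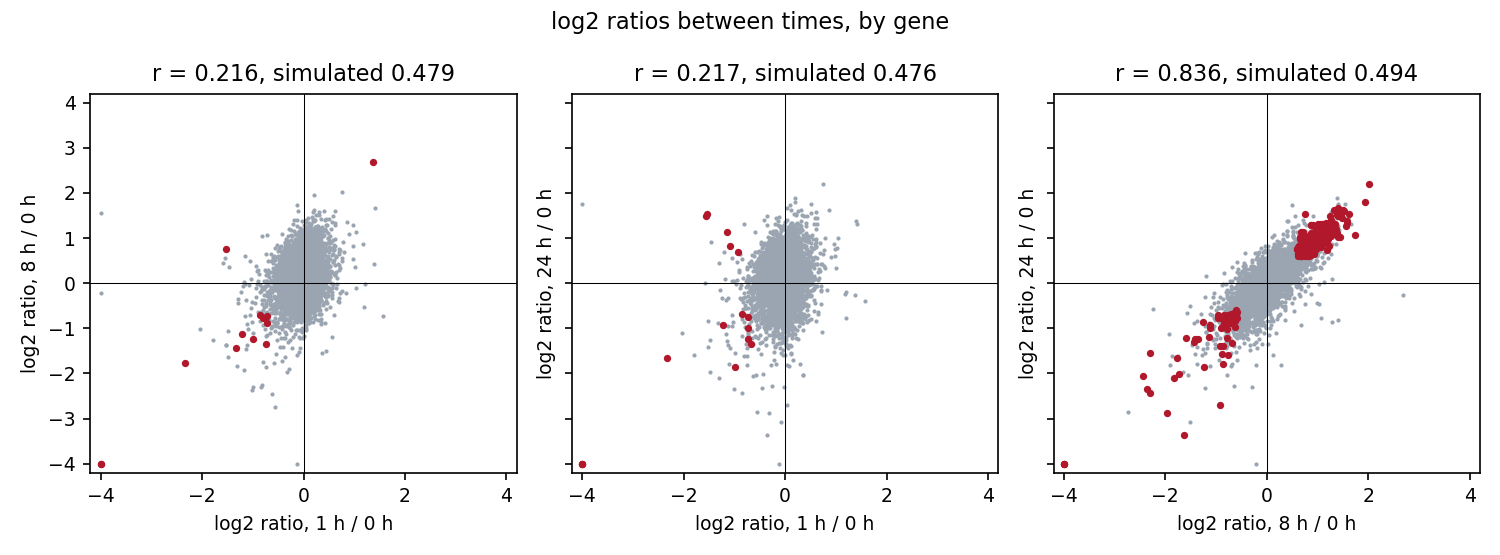
Each point is 1 of the 11021 genes; the axes give log2 ratios of FPKM to 0 h at the named times, drawn at the frame where they pass 4 in size, and red points are genes called at both times. The ratios at 8 and 24 h lie along a diagonal with r of 0.836, while r involving 1 h is 0.216 and 0.217. The values simulated for unchanged groups are higher than these, but they leave out the changes at 8 and 24 h, which lower r.

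The loci with the largest ratios were mostly at the limit of detection. Of the 5 highest and 5 lowest called loci at each time, the number with at most 3 estimated counts in both conditions was 5 and 4 at 1 h, 4 and 4 at 8 h, and 4 and 5 at 24 h, and no fold change is given for those. The exceptions were 4 loci. Gm38079 on chromosome 1, at 182976276 to 182976429, had FPKM of 23.2 at 0 h and 0.385 at 1 h, from 9.83 and 6.51 estimated counts. An unnamed locus on chromosome 13 at 35146442 to 35146756 went from 10.99 estimated counts at 0 h to 0 at 8 h, at least 3.66-fold lower. An unnamed locus on chromosome 6 at 47914368 to 47914808, 5668 bases from Zfp212, went from 0.470 to 21.1 estimated counts at 8 h, at least 7.05-fold higher. An unnamed locus on chromosome 17 at 79257931 to 79258056 went from 0 to 8.55 estimated counts at 24 h, at least 2.85-fold higher.

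Ranking only loci with at least 10 estimated counts, again a choice made after the values were seen, gave named genes and unnamed loci. Unnamed loci made up 1, 2 and 3 of the 5 lowest at 1, 8 and 24 h, and 3 of the 4 highest at 1 h, 3 of 5 at 8 h and 4 of 5 at 24 h. The 3 among the highest at 8 h lie side by side on chromosome 6, between 47911375 and 47914808, and need not be independent. At 24 h, 2 of the unnamed loci ranked below Tac1. At 1 h the lowest was Tmem200a (-2.33), and Chac1 fell by 1.58 on the log2 scale, from FPKM 11.4 (8.64 to 14.1) to 3.73 (2.63 to 4.83). Adm fell by 1.55 and Ppp1r3c by 1.53. Fos rose by 1.37, from 3.68 (2.42 to 4.94) to 9.69 (6.79 to 12.6). At 8 h, Fosb rose by 3.29 and Fos by 2.68, the latter to 24.5 (18.1 to 30.8), while Trp53cor1, Iffo2 and Tmem81 fell by 2.44, 2.36 and 2.30. The Iffo2 name also occurs at an overlapping expressed locus, so its value is uncertain. Fos was not called at 24 h, where its log2 ratio was -0.26. At 24 h, Tac1 fell by 3.37, from 12.1 (8.70 to 15.5) to 1.08 (0.196 to 1.96), Gm10451 fell by 2.87, and Rab33a rose by 2.18.

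In total, 9 genes were called at all 3 times, and all 9 were lower. Of these, AC158974.1 and Gm30085 had at most 3 estimated counts. Tmem200a fell in FPKM but rose in estimated counts at each time, with log2 ratios of the counts of 0.27, 0.74 and 0.54. For Mylpf the log2 ratios of the counts were 0.02, -0.22 and -0.77, so its 1 h fall is seen in FPKM only. The other 5, B230354K17Rik, Bbs10, Jrk, Jrkl and Tmem126b, fell at least 1.5-fold in estimated counts at each time as well. B230354K17Rik, on chromosome 17 at 45433598 to 45442544, had log2 ratios of -0.74, -1.35 and -1.23 at 1, 8 and 24 h. Tmem126b had ratios of -0.72, -0.73 and -0.75. All of these ratios use the same 0 h libraries.

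Of the fixed list of genes that write, remove or read m6A, 4 were called, all higher at 8 and 24 h and none at 1 h. The list has 19 genes, of which 14 were tested at 1 h and 13 at 8 and 24 h. Rbm15, Rbm15b, Ythdc1 and Ythdc2 had no locus under a unique single name, and Igf2bp1 was not tested. Nothing is known here about changes of these genes. Wtap (chromosome 17, 12966796 to 12994169) rose from FPKM 56.9 (45.4 to 68.4) to 119 (95.8 to 143) at 8 h, a log2 ratio of 1.07, and had a ratio of 0.92 at 24 h. Ythdf2 (chromosome 4, 132184912 to 132212303) rose from 42.6 (33.2 to 52.0) to 98.7 (74.5 to 123) at 8 h, a log2 ratio of 1.21, and had a ratio of 0.97 at 24 h. Ythdf1 (chromosome 2, 180904377 to 180920949) had log2 ratios of 0.96 and 0.85, and Cbll1 (chromosome 12, 31484829 to 31499616) of 0.75 and 0.73. At 1 h the Ythdf2 ratio was 0.42 and the Wtap ratio 0.30, with overlapping intervals. Virma was a locus of its own in the 1 h table and was merged with neighbouring genes in the others, where it was left out.

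**Figure D2:**
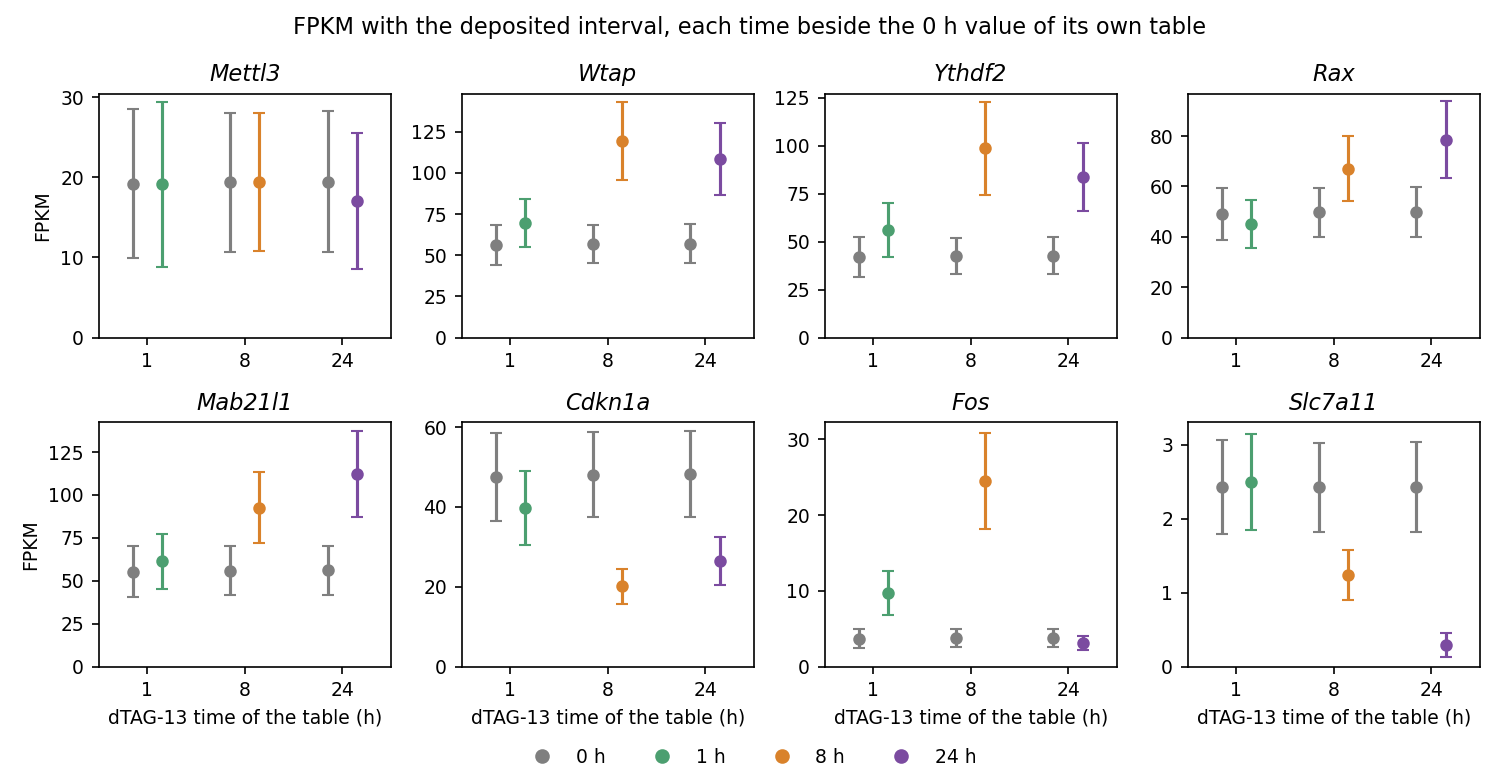
FPKM (vertical axes, from 0) of 8 genes, each treated time beside the 0 h value of the same table; points are the authors' value per condition, combined over 2 replicates, and bars are the deposited intervals. Mettl3 intervals overlap at each time, those of Wtap and Ythdf2 separate at 8 and 24 h, Rax separates at 24 h only, and Fos returns to its 0 h level at 24 h.

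The 12 gene lists were each summarised by the median log2 ratio and its percentile among 10000 random lists of the same size matched on expression. This gave 36 percentiles, which describe these libraries and carry no p-value and no adjustment for their number. The m6A list had a median of 0.03 (51.4th percentile) at 1 h, 0.18 (98.4th) at 8 h and 0.22 (98.1th) at 24 h. The eye field and retinal progenitor list had medians of 0.05 (56.7th), 0.28 (99.9th) and 0.37 (99.95th), with 12 of 12 tested genes above 0 at 8 h and 10 of 12 at 24 h. Within it, Mab21l1 was called at 8 h (0.72) and 24 h (1.00), and Rax (0.66) and Lhx2 (0.69) at 24 h. Rax (chromosome 18, 65928277 to 65939787) rose from FPKM 49.9 (39.9 to 59.9) to 78.6 (63.3 to 94.0). The locus of Mab21l1 overlaps the expressed gene Nbea, and the strandedness of counting is not stated, so its value is uncertain.

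The p53 target list was lower, with medians of -0.08 (1.91th percentile) at 1 h, -0.43 (below all random lists) at 8 h and -0.36 (0.08th) at 24 h, and 9 of 10 tested genes were below 0 at both later times. Cdkn1a (chromosome 17, 29090976 to 29100727) fell from FPKM 48.1 (37.5 to 58.6) to 20.1 (15.6 to 24.5) at 8 h, a log2 ratio of -1.26, and had a ratio of -0.87 at 24 h. Ccng1 had ratios of -0.76 and -0.72. The Zfp-numbered list had medians of -0.08 at 1 h (below all random lists), 0.22 at 8 h and 0.21 at 24 h (both above all random lists). In it, 13 genes were called higher and 3 lower at 8 h, and 11 and 5 at 24 h.

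The immediate early list had a median of 0.25 (99.99th percentile) at 1 h, 0.23 (93.85th) at 8 h and 0.10 (61.95th) at 24 h. Called members besides Fos and Fosb were Egr1 (1.28) and Jund (0.68) at 8 h, Ier3 at 1 h (-1.08) and 24 h (0.81), and Ier2 (-0.73) at 24 h. The loci of Jund and of Ddit4, given below, overlap other expressed genes (Gm11175, and Anapc16 and Ascc1), so their values are uncertain. The integrated stress response list had medians of -0.37 (below all random lists) at 1 h, 0.14 (93.0th) at 8 h and -0.13 (24.4th) at 24 h. Besides Chac1, Ddit4 was called at 1 h (-0.93) and 24 h (0.70), Slc7a11 at 8 h (-0.92) and 24 h (-2.69), and Asns at 24 h (-0.73). Slc7a11 fell from FPKM 2.43 (1.83 to 3.04) to 0.293 (0.130 to 0.455) at 24 h.

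The pluripotency list had medians of 0.06 (86.4th percentile), -0.01 (35.5th) and -0.13 (7.78th) at 1, 8 and 24 h. At 24 h Dppa5a (-0.88) and Tdgf1 (-1.05) were called lower and Tbx3 (0.96) higher. The Wnt target list had medians of 0.11 (94.1th), 0.05 (52.0th) and -0.12 (14.3th), with Lgr5 called lower at 24 h (-0.77); its medians at 1 and 8 h were below 0 when at least 5 FPKM was required. The ribosomal protein list had medians of 0.13 (98.7th), 0.01 (99.99th) and -0.05 (90.1th), and its sign at 8 h flipped when the ratios were centred on their median. Centring shifts all genes by the same value, so this flip does not alter the place of the list among random lists. All 73 of its genes were above 0 at 1 h. Random lists matched on expression had a median of 0.10 at that time, so most of this rise is shared by genes of similar expression. The telencephalon list had 2 tested genes, with medians of -0.06, -0.16 and -0.47. The neurogenesis list had 3, with medians of -0.09, -0.12 and -0.27, and the interferon-stimulated list 3, with 0.00, -0.08 and 0.50. Their signs changed under at least 1 alternative, except for the interferon-stimulated list at 8 and 24 h and the neurogenesis list at 1 h. Lists of 2 or 3 genes cannot resolve such differences, and their percentiles lay between 11.6 and 91.4.

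Genes were then compared by exon architecture, using coding exon density, the number of exon junctions per kilobase of coding sequence. Spearman's rho across genes between density and the log2 ratio was 0.0967 at 1 h (10816 genes), -0.468 at 8 h (10955 genes) and -0.397 at 24 h (10954 genes). Genes were split into 10 equal groups by density. In the group with the lowest density the median log2 ratio was -0.01 at 1 h, 0.41 at 8 h and 0.37 at 24 h, and in the group with the highest it was 0.04, -0.13 and -0.12. Of the lowest group, 17.5% were called higher at 8 h and 17.8% at 24 h, against 0 of 1096 genes and 0.274% of the highest group. For the longest internal exon, rho was -0.172, 0.217 and 0.156 at 1, 8 and 24 h, and 0.0193, 0.134 and 0.114 after a spline fit on GC content, transcript length, coding length and expression, so the 1 h value did not remain. Among 10 groups by that length, the group with the longest internal exons had medians of -0.05, 0.23 and 0.22. The difference between the extreme groups of density at 8 h was 0.54. Among the processing alternatives a pseudocount of 1 FPKM moved it most, to 0.47, and the spline fit left 0.44. At 1 h the ratio fell with transcript length (rho -0.250) and coding length (-0.259) and rose with expression (0.251), while at 8 and 24 h rho with transcript length was 0.157 and 0.100. In all, 8 gene properties were compared at 3 times, across genes that are not independent replicates.

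**Figure D3:**
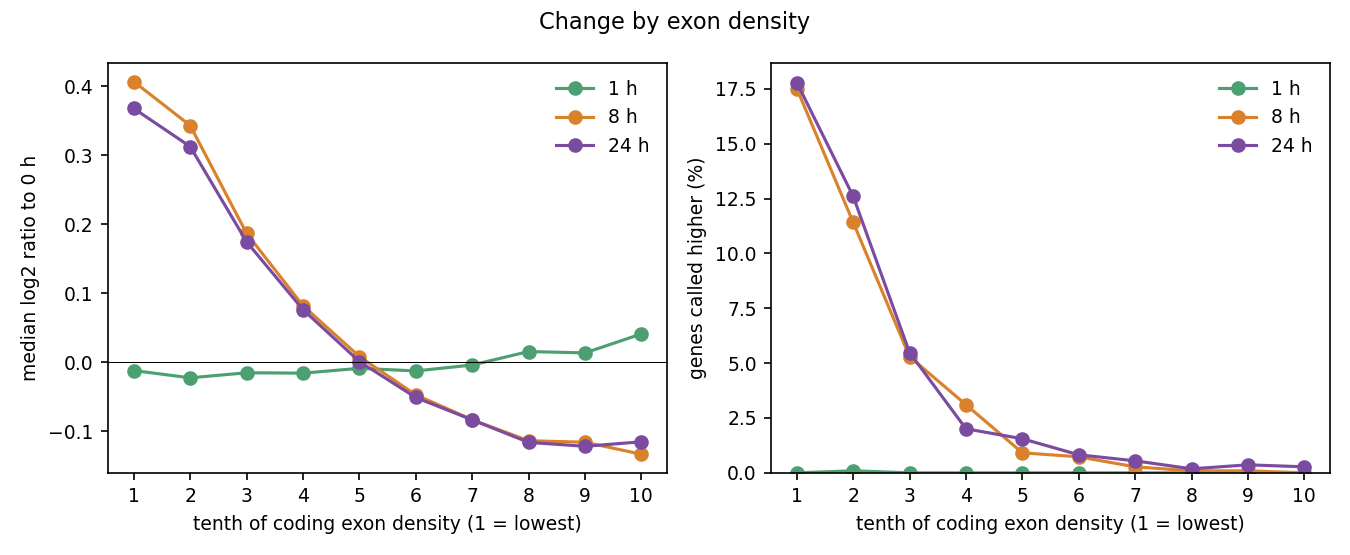
Median log2 ratio of FPKM to 0 h (left) and percent of genes called higher (right) in each of 10 groups of genes by coding exon density, from lowest to highest, with 1 line per time. The 8 and 24 h medians fall from 0.41 and 0.37 in the lowest group to -0.13 and -0.12 in the highest, while the 1 h medians stay between -0.02 and 0.04.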

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

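The tests in this part that concern noise and low counts were chosen after the result was seen, while the test on other HIF targets was written before its outcome was known. There were 5 genes called lower at 1 h and higher at 24 h: Ppp1r3c, with log2 ratios of -1.53 and 1.53, Adm, with -1.55 and 1.49, Bhlhe40, with -1.14 and 1.14, Ier3, with -1.08 and 0.81, and Ddit4, with -0.93 and 0.70. Ppp1r3c was also called higher at 8 h, with 0.76. The difference between the times was not tested, since replicates are pooled.

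Counts near the limit of detection are argued against, since the smallest count of these genes in either condition was 23.2 in the 1 h table and 74.5 in the 24 h table. The fall of Adm at 1 h, from 74.1 to 23.2 counts, rests on the fewest and is the least certain. Ddit4 overlaps the expressed genes Anapc16 and Ascc1, which leaves its own estimate uncertain. Since several of the genes respond to hypoxia, a list of 21 other HIF targets was written and then tested. Its median log2 ratio was -0.31 at 1 h, at the 0 percentile (below all random lists), -0.03 at 8 h (40.1th percentile), and 0.23 at 24 h (98.99th percentile). Of its 21 tested genes at 1 h, 18 were below 0, and at 24 h 15 of 20 were above. Only 1 of them, Pfkfb3, was called at 1 h, and none was called at 24 h. The random lists were matched on expression and not on exon density, so a part of gene structure in the 24 h rise was not tested. Noise in the 0 h libraries would move this list the same way at both times. The 24 h median of 0.227 thus argues against such noise as the only cause for these targets as a group. The 5 genes themselves were chosen by their opposite directions, so they give no separate test of it. A candidate explanation is a difference in oxygen supply, medium or handling between the treated cultures, since adding compound shortly before collection may briefly change both. A response to METTL3 depletion that differs between 1 and 24 h stays open and was not tested, and no vehicle group at each time was analysed here.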

How the results depend on the processing

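No paired analysis was possible because the columns are pooled over replicates. For the same reason alternatives with edgeR, DESeq2, a filter on raw counts, a replicate block and each replicate left out were not run.

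The number of loci called at 1 h, 55, became 95 without an FPKM filter, 30 at 5 FPKM or more, 707 without the interval criterion, 18 with the z score, 33 with at least 10 estimated counts, 107 with the variances halved and 34 among named loci. At 8 h, 612 became 217 at 2-fold, 1896 without the interval criterion and 1257 with the variances halved. At 24 h, 762 became 297, 2371 and 1537 under the same settings. The share of higher calls at 8 h ranged from 65.0% to 85.3% and at 24 h from 61.7% to 74.8%, while at 1 h it ranged from 8.82% to 50.2%. Stricter thresholds and filters give fewer calls by construction. Leaving out the interval criterion or the FPKM filter gives more by construction, as does halving the variances relative to the full z score. The cause of the other shifts, such as that from the interval rule to the z score, was not tested. The remaining 26 of 39 counts stayed within 1.5 times.

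The difference between the lowest and highest of 10 groups by exon density was 0.47 at 8 h and 0.42 at 24 h with a pseudocount of 1, and 0.56 and 0.52 at 5 FPKM or more, against 0.54 and 0.48. For the longest internal exon the pseudocount of 1 gave -0.0941 at 1 h, 0.21 at 8 h and 0.17 at 24 h, against -0.10, 0.24 and 0.19. These kept their direction under each alternative of the processing, and 23 of 30 values moved by less than the SD of random lists.

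Pearson's r between 1 and 8 h was 0.143 with a pseudocount of 1, 0.268 with 0.01, 0.0797 at 5 FPKM or more and 0.152 by estimated counts. Between 1 and 24 h it was 0.130, 0.297, 0.139 and 0.119. Between 8 and 24 h it was 0.861 at 5 FPKM or more and 0.858 by estimated counts. The cause was not tested.

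Of 177 list medians, 166 moved by less than the spread of random lists and 9 moved more without changing sign. The 2 that changed sign by more than that spread did so at 5 FPKM or more, the Wnt target list at 1 h (-0.00275) and the neurogenesis list at 24 h (0.0687). Within the spread, signs also changed at 5 FPKM or more for the telencephalon list (0.08, 0.12 and 0.06 at 1, 8 and 24 h), the Wnt target list at 8 h (-0.05) and the neurogenesis list at 8 h (0.02). By estimated counts they changed for the telencephalon (0.06) and interferon-stimulated (-0.05) lists at 1 h, and by centring for the interferon-stimulated list at 1 h (-0.00344) and the ribosomal list at 8 h (-0.00323). Centring shifts all genes by the same value and does not alter the place of a list among random lists. At 5 FPKM or more, fewer genes of the telencephalon, Wnt target and neurogenesis lists remain. None of the interferon-stimulated list remains, so it has no value at that setting. Few counts underlie most of the extreme ratios, and whether depth limits them was not tested.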

Other observations

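The link between exon density and the response was stated before the data were examined, as a consequence of m6A lying mainly away from exon junctions. Its numerical limit, the technical tests of it, and the tests of variance, length, short loci and the exon density of the p53 list were set after the values were seen. The density-matched tests of the eye field, m6A and Zfp-numbered lists and the neighbour test were written before their values were known.

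Spearman's rho between exon density and the log2 ratio was -0.468 at 8 h and -0.397 at 24 h. Removing GC content, transcript length, coding length and expression left rho at -0.411 and -0.352, which argues against these as the whole cause. A bias in the shared 0 h libraries would appear at 1 h too, where rho was 0.0967. Unspliced RNA in the treated libraries would not raise genes without introns, yet single-exon genes had a median log2 ratio of 0.29 at 8 h. Genomic DNA would raise unnamed loci far from genes at least as much, and their median was 0.0451 at 8 h, against 0.41 in the genes of lowest exon density. The direction is consistent with loss of m6A from transcripts with few exon junctions, as a hypothesis. A technical difference specific to the 8 and 24 h libraries, a general change in the decay of short-lived, intron-poor RNA and an effect of the compound itself stay open, because replicates are pooled and m6A was not analysed here.

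Exon density was then used to look at the gene lists again, with random lists matched on density and expression. These random lists came only from protein-coding genes with exon properties and used coarser expression bins than before. A shift from the earlier percentiles thus need not come from density alone. The eye field list moved to the 61.8th percentile at 8 h and the 83.8th at 24 h, and the m6A list to the 85.7th and 90.0th. Their rise may therefore reflect gene structure rather than a change particular to these pathways. The Zfp-numbered list, with a median of 1.68 junctions per kilobase, rose less than density alone would give: it lay at the 0 and 0.02 percentiles, with a median of 0.22 at 8 h against 0.34 in matched lists. Low density would thus give a rise of at least this size, and why the list rose less stays open. The p53 target list had a median of 4.51 junctions per kilobase, below the 6.16 of all genes at 8 h and 6.17 at 24 h, so high exon density of its genes is argued against as the reason for its fall. The other lists examined this way were, at 8 and 24 h, pluripotency (5.67th and 0.85th percentile), immediate early (14.2th and 5.21th), integrated stress response (61.3th and 4.62th) and ribosomal protein (above all matched lists and 99.5th). The higher expression-matched percentile of the immediate early list at 8 h therefore did not remain. A fall in p53 activity, or in handling stress, stays open and was not tested. Trp53cor1, a p53-linked noncoding gene named after its value was seen, fell by 2.44 on the log2 scale at 8 h.

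At 1 h the log2 ratio fell with transcript length (rho -0.250). The 0 h libraries alone do not explain this, since rho was 0.157 at 8 h. Coding length (rho -0.259) and expression (0.251) were as strongly related to the 1 h ratio, so the trend is not particular to transcript length, and its origin was not tested. In the same table the differences were smaller than the deposited variances allow: z scores had an SD of 0.691, and between 0.566 and 0.760 over 5 levels of count. Variances of 1 library in place of the mean of 2 would give 0.707 or more at each level, so the 0.566 among the most abundant loci argues against this as the whole cause. An over-estimated dispersion stays open and was not tested.

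Of 47 calls with at most 3 estimated counts in both conditions, summed over the 3 times, 63.8% lay at loci spanning under 300 bases, against 0.507% of the 1382 other calls. So few counts reach 1 FPKM only where the effective length is short. The contrast therefore largely follows from how the calls were chosen and cannot decide the cause. FPKM inflated by a very short effective length stays a candidate explanation, and such calls may be artefacts of normalization.

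Unnamed loci with at least 10 estimated counts were compared by position. Each was counted on its own, although some lie side by side and need not be independent. An example is 3 loci called higher at 8 h on chromosome 6, between 47911375 and 47914808. Among unnamed loci within 10 kb after the end of a protein-coding gene, 10 were called higher and 5 lower at 8 h, and 13 and 4 at 24 h. Among the others it was 11 and 23 at 8 h, and 14 and 32 at 24 h. A candidate explanation is reads running past the end of the neighbouring gene, or a longer 3 prime end. Across 70 pairs, rho between the locus and that gene was 0.202 at 8 h and 0.202 at 24 h, inside the range of shuffled pairs (upper limits 0.232 and 0.2445). For loci before the start of a gene, where reads running past its end cannot act, rho was 0.197 and 0.240, so the values show no link particular to the downstream side, and with so few pairs the explanation remains open. No strand is known for these loci.

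A locus on an added contig of exogenous sequence, at 2001 to 2769, had FPKM of 138 (109 to 167) and 137 (108 to 165) in the 1 h table, 140 (113 to 167) and 151 (122 to 180) in the 8 h table, and 140 (113 to 168) and 202 (162 to 241) in the 24 h table. The intervals overlap at each time. What the sequence encodes is not stated.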
